# Myc and Max Genome-Wide Binding Sites Analysis Links the Myc Regulatory Network with the Polycomb and the Core Pluripotency Networks in Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0088933

**Published:** 2014-02-21

**Authors:** Anna Krepelova, Francesco Neri, Mara Maldotti, Stefania Rapelli, Salvatore Oliviero

## Abstract

Myc is a master transcription factor that has been demonstrated to be required for embryonic stem cell (ESC) pluripotency, self-renewal, and inhibition of differentiation. Although recent works have identified several Myc-targets in ESCs, the list of Myc binding sites is largely incomplete due to the low sensitivity and specificity of the antibodies available. To systematically identify Myc binding sites in mouse ESCs, we used a stringent streptavidin-based genome-wide chromatin immunoprecipitation (ChIP-Seq) approach with biotin-tagged Myc (Bio-Myc) as well as a ChIP-Seq of the Myc binding partner Max. This analysis identified 4325 Myc binding sites, of which 2885 were newly identified. The identified sites overlap with more than 85% of the Max binding sites and are enriched for H3K4me3-positive promoters and active enhancers. Remarkably, this analysis unveils that Myc/Max regulates chromatin modifiers and transcriptional regulators involved in stem cell self-renewal linking the Myc-centered network with the Polycomb and the Core networks. These results provide insights into the contribution of Myc and Max in maintaining stem cell self-renewal and keeping these cells in an undifferentiated state.

## Introduction

The nuclear factor c-Myc (Myc) is a basic helix-loop-helix leucine zipper (bHLHZ) transcription factor that binds the consensus DNA sequence known as the E-Box (CACGTG) when dimerized with Max [1]. This dimer regulates the transcriptional activation of target genes. Myc is a master regulatory transcription factor that has been estimated to bind to over 15% of all promoters in different cell types, modulating the expression of a large number of its target genes [2]. Myc is considered a global gene regulator that acts by recruiting enzymes to the chromatin that induce covalent modifications in histone tails [3], [4]. In response to environmental stimuli, Myc modulates a large number of cellular processes, such as proliferation, growth, differentiation, metabolism, and even apoptosis [3]. Myc also plays a role in ES cell pluripotency [5]–[8]. Chromatin immunoprecipitation coupled with massive parallel sequencing (ChIP-Seq) is a powerful method for the identification of binding sites of chromatin-associated proteins, and several experiments have been performed to identify Myc binding sites [6], [9]–[13]. However, ChIP experiments are limited by the specificity of the antibody used and the degree of enrichment achieved in the immunoprecipitation step. The list of identified genes to which Myc binds is largely incomplete, mainly because genome-wide analyses of Myc binding sites are hampered by the quality of the available antibodies. One way to circumvent this problem is the expression of epitope-tagged proteins.

To generate a more comprehensive map of Myc binding within the genome in mouse embryonic stem cells (ESCs), we compared the chromatin immunoprecipitation (ChIP) efficiency of four affinity tags. We generated ESC clones expressing Myc tagged at its N-terminus with either a Biotag, a FLAG-HA, or a V5 epitope and compared the efficiency and selectivity of each in ChIP experiments under different conditions. A genome-wide analysis was performed to compare the results of Bio-Myc ChIP-Seq with previously published ChIP-Seq data obtained with an antibody recognizing endogenous Myc [9]. We identified a large number of Myc binding sites that were previously undetected. Because Myc must form a dimer with Max to bind to an E-Box element, we also performed ChIP-Seq with Max and found that Myc with Max share over 85% of their genomic binding sites. The validation of a group of newly identified genes showed that these genes are actually bound and regulated by Myc in ESCs.

## Materials and Methods

### Cell culture conditions

Mouse embryonic stem cells (ESCs) cells were cultured in DMEM high glucose medium (Invitrogen) supplemented with 15% FBS (Millipore), 0.1 mM nonessential amino acids (Invitrogen), 1 mM sodium pyruvate (Invitrogen), 0.1 mM 2-mercaptoethanol, 1500 U of LIF/ml (Millipore), 25 U of penicillin/ml, and 25 µg of streptomycin/ml.

### DNA constructs

The cDNA of Myc was cloned into the pEF6/V5-His vector. Myc was N-terminally tagged by introducing into the *Kpn*I and *Spe*I sites of pEF6 vector different tag peptides: Biotag, V5 tag or FLAG-HA tandem epitopes. Short hairpin RNA (shRNA) constructs were purchased by Open Biosystems: Myc shRNA 1 (TRCN0000086913), and NMyc shRNA 1 (TRCN0000020694).

### Generation of mouse BirA-ES cell lines stably expressing tagged Myc

To obtain tagged BirA-Myc stable clones, BirA-ESCs were transfected with linearized Myc constructs using Lipofectamine 2000 Transfection Reagent (Invitrogen) according to the manufacturer's protocol. Transfected cells were cultured for ten days in growth medium with Blasticidin and drug-resistant clones were selected for Myc expression.

### Nuclear protein extraction and immunoprecipitation

Cells were harvested in 1× PBS and resuspended in an isotonic buffer (20 mM HEPES pH 7.5, 100 mM NaCl, 250 mM Sucrose, 5 mM MgCl_2_, 5 µM ZnCl_2_). Then, the cells were resuspended in an isotonic buffer supplemented with 1% NP40 to isolate the nuclei. The isolated nuclei were resuspended in digestion buffer (50 mM Tris-HCl pH 8.0, 100 mM NaCl, 250 mM Sucrose, 0.5 mM MgCl_2_, 5 mM CaCl_2_, 5 µM ZnCl_2_) and treated with micrococcal nuclease at 30°C for 10 min. The nuclear proteins were incubated with 3 µg of the specific antibody overnight at 4°C. The immunocomplexes were incubated with protein G-conjugated magnetic beads (DYNAL, Invitrogen) for 2 h at 4°C. To immunoprecipitate tagged Myc, the specific anti-tag affinity beads were used. The samples were washed four times with digestion buffer supplemented with 0.1% NP-40 at RT. The proteins were eluted by incubation with 0.4 M NaCl TE buffer for 30 min and analyzed by western blotting.

### Chromatin Immunoprecipitation (ChIP) assay

Approximately 2×10^7^ cells were cross-linked by addition of formaldehyde to 1% for 10 min at RT, quenched with 0.125 M glycine for 5 min at RT, and then washed twice in 1× PBS. The cells were resuspended in Isotonic buffer supplemented with 1% NP-40 to isolate nuclei. The isolated nuclei were then resuspended in ChIP Buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA and protease inhibitors) supplemented with different concentration of detergents: 0% SDS, 1% Triton X-100; 0.15% SDS, 1% Triton X-100; 0.5% SDS, 0.5% Triton X-100; and 1% SDS, 0% Triton X-100.

Extracts were sonicated using the Bioruptor® Twin (Diagenode) for 2 runs of 10 cycles [30 sec “ON”, 30 sec “OFF”] at high power setting. Cell lysate was centrifuged at 12,000 g for 10 min at 4°C. The supernatant performed in the conditions 3 and 4 was diluted with ChIP Dilution Buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton) before immunoprecipitation step.

Bio-ChIP. Streptavidin beads (Dynabeads® MyOneTM Streptavidin T1) were saturated with PBS/1% BSA at RT for 1 hour, and then incubated with sample at 4°C for 4 hours on a rotator. Immunoprecipitated complexes were successively washed with Washing Buffer I (2% SDS), Washing Buffer II (50 mM HEPES pH 7.5, 500 mM NaCl, 0.1% Deoxycholate, 1% Triton X-100, 1 mM EDTA), Washing Buffer III (10 mM Tris-Cl pH 8.1, 250 mM LiCl, 0.5% NP-40, 0.5% Deoxycholate, 1 mM EDTA,) and TE buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA). All washes were performed at RT for 8 min on a rotator. SDS Elution Buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) was added and incubated at 65°C overnight to reverse crosslink protein-DNA complexes. After decrosslinking, DNA was purified using QIAQuick PCR Purification Kit (Qiagen) according to the manufacturer's instructions.

V5-ChIP. Anti-V5 tag-magnetic beads (MBL International) were saturated with PBS/1% BSA at RT for 1 hour, and then incubated with sample at 4°C for 16 hour on a rotator. Immunoprecipitate complexes were washed as described previously [8], eluted with SDS Elution Buffer or with V5 peptide (Sigma), and then decrosslinked and purified as described above.

FLAG ChIP was performed as V5-ChIP using anti-FLAG M2 magnetic beads (Sigma) for immunoprecipitation and 3×FLAG peptide (Sigma) or SDS Elution Buffer for elution.

For tandem FLAG-HA ChIP, we first immunoprecipitated the sample by incubating with anti-FLAG M2 magnetic beads (Sigma) at 4°C for 16 hours on a rotator, then washed and eluted the immunoprecipitated complexes with 3×FLAG peptide (Sigma) and reincubated the eluate with EZview Red Anti-HA Affinity Gel (Sigma) at 4°C for 4 hr. After five washes, SDS Elution Buffer or HA peptide (Sigma) was added, and DNA was decrosslinked and purified.

For reference sample, BirA-ES cells without tagged protein were used.

ChIP experiments against endogenous Max, Myc, NMyc and V5-tag (using antibody) were performed as previously described [8]. Briefly, extracts were incubated with specific antibodies overnight and the immunocomplexes were captured using saturated protein G magnetic beads in gentle rotation for 2 h at 4°C. After 5 washes, the complexes were eluted in SDS Elution Buffer and DNA was decrosslinked and purified. IgG was used as a negative control.

### RT-qPCR analysis

For the ChIP experiments, immunoprecipitated DNA was analyzed by quantitative real-time PCR using the SYBR GreenER kit (Invitrogen). The oligonucleotide sequences are indicated in Table S1.

RNA was extracted and quantified as previously described [14]. The RNA was analyzed by quantitative real-time PCR using the Superscript III Platinum One-step qRT-PCR System (Invitrogen). The oligonucleotide sequences are indicated in Table S2.

### Genome-wide bioinformatics analysis

A library was constructed from the eluted DNA using the ChIP-Seq Sample Prep Kit (Illumina) and sequenced on the Illumina HiScanSQ Platform. The reads from sequencing were mapped to the mouse genome (mm9 assembly) using Bowtie version 0.12.7, reporting only unique hits with up to two mismatches. The redundant reads were collapsed, and peak calling was performed using MACS version 1.4.1. For comparative analysis, we downloaded GEO data for ESC histone modifications (GSE12241 and GSE11172) and transcription factors (GSE11431, GSE24843, GSE26833). RNA-Seq data from ESCs was downloaded from the ENCODE project database [15]. The LCP-ICP-HCP promoters were defined as in [16], H3K4me3-only and bivalent promoters were defined as in [17], and active or poised enhancers were defined as in [18], [19]. The ChIP-Seq peak calling was performed with Macs Software [20] with normalization for mock or IgG ChIP at a fixed p-value = 1E-8. Heatmaps and comparative analysis were performed using custom Perl scripts. Motif discovery was performed using HOMER [21]. The ROC curves were generated by calculating the sensitivity and specificity for the called peaks at different p-values. For cumulative probability, we selected two groups of gene promoters to be modeled as background and foreground. For the Max target promoters, we defined the background as the promoters of the bottom 50% of the expressed genes that were not bound by Max, and the foreground was defined as the promoters of the top 50% of the expressed genes that were bound by Max. For the H3K4me3 target promoters, we defined the background as the promoters of the bottom 50% of the expressed H3K4me3-negative genes, and the foreground was defined as the promoters of the top 50% of the expressed H3K4me3-positive genes. We then calculated the cumulative probability of each ChIP-Seq raw data signal for both groups. Gene ontology analyses were performed using Panther Classification System [22], [23].

## Results and Discussion

### Comparison of different affinity tags for use in chromatin immunoprecipitation

Myc has been estimated to bind and regulate approximately 15% of all mammalian genes. However, due to the poor specificity and high background detected with Myc-specific antibodies, only a fraction of these sites have been previously identified. To obtain a comprehensive list of Myc binding sites in ESCs, we employed a tagging approach.

We first compared the efficiency of four affinity tags. We cloned Myc under the control of a ubiquitous EF1α promoter (pEF6 vector) that remains unmethylated in ES cells. We tagged Myc at its N-terminus with Biotag, FLAG/HA, or a V5 epitope. The FLAG and HA epitopes were cloned in tandem to perform a double consecutive ChIP for better specificity. We generated stable clones expressing each of the tagged Myc construct in ESCs. The clones maintained the typical ESC morphology and expressed the tagged Myc at a level comparable to the endogenous protein (Figure 1A). To functionally validate the clones, we performed co-immunoprecipitation experiments to verify that each tagged Myc formed a complex with the endogenous Max (Figure 1B and Figure S1).

**Figure 1:**
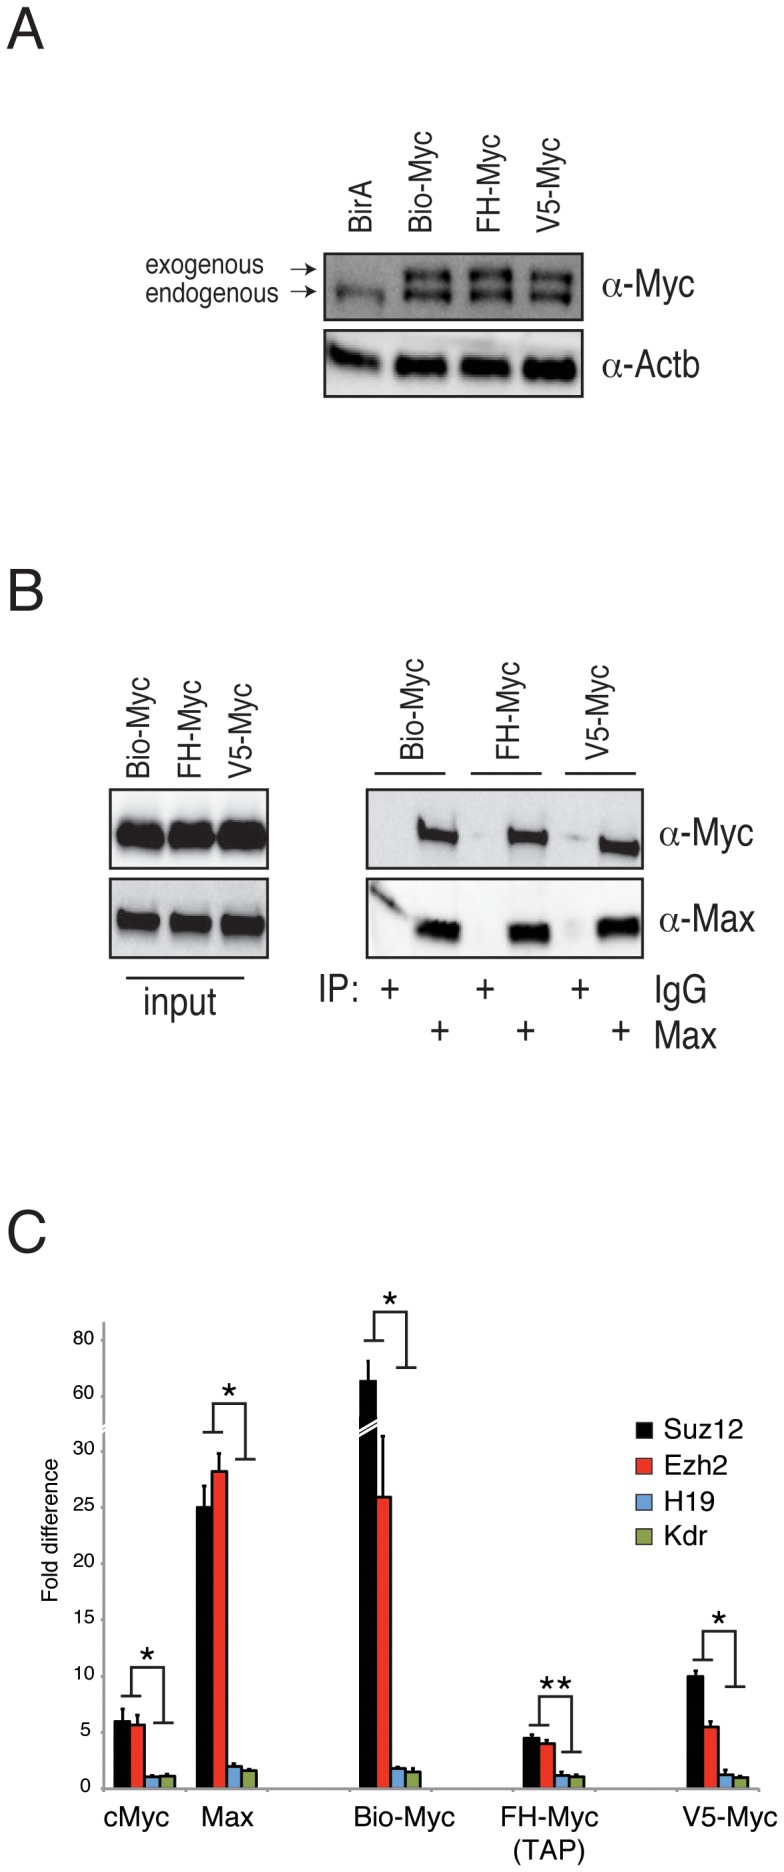
Characterization and functional validation of stable clones expressing tagged Myc. (A) Western blot analysis of the exogenous tagged Myc expression in the indicated stable clones. Actin (Actb) was used as a loading control. (B) Immunoprecipitation analysis of endogenous Max protein in nuclear extracts obtained from the indicated clones demonstrated that Max is able to co-immunoprecipitate with exogenous Myc in each clone analyzed. Purified rabbit IgG was used as a negative control. (C) RT-PCR analysis of ChIP assays of the indicated endogenous and tagged proteins. Suz12 and Ezh2 were used as positive controls, and H19 and Kdr were used as negative controls. The results are shown as the fold difference.

To compare the binding to the chromatin of the different tagged Myc proteins, we performed chromatin immunoprecipitation (ChIP) on the Suz12 and Ezh2 promoters, which were previously shown to be Myc targets [8]. As negative controls, we used the H19 and Kdr promoters because these genes were shown not to be bound by Myc in previous genome-wide studies [9], and their transcription is nearly undetectable in ESCs by RNA-Seq. We performed ChIP analyses under different experimental conditions to establish the best parameters for each tag. The ChIP samples were analyzed by RT-qPCR, and the results were evaluated as the fold difference between the ChIP from cells expressing tagged Myc and the parental mock cells.

The biotin-streptavidin affinity allows the use of high SDS concentration in ChIP experiments. We performed ChIP analysis of the Bio-Myc clone using three different concentrations of SDS (0.15%, 0.5%, and 1%) in lysis buffer (Figure 1A). We observed good fold enrichment at the Suz12 and Ezh2 promoter regions with respect to the negative control regions under all SDS concentrations used. Very low background levels were observed in the Myc negative control regions as well as in Mock ChIP, most likely due to the high stringency of the washing buffer used in this protocol (Figure 1C and Figure S4A, B).

ChIP analysis of the FLAG could only be performed in the absence of SDS. Under these conditions, we were able to observe a 2- to 3-fold enrichment at the positive regions with respect to the negative control regions, while the ChIP with higher stringency lysis buffer (0.15% SDS) did not detect specific binding to the Suz12 or Ezh2 promoters (Figure S2B). Notably, we observed a high level of background in the Mock and negative controls in all FLAG-Myc ChIP experiments, suggesting that some nonspecific interactions occur in the FLAG immunoprecipitations of the chromatin (Figure S4A, B). To overcome this problem, we performed a double consecutive ChIP (TAP-ChIP). We first immunoprecipitated FLAG-HA-Myc with anti-FLAG M2 beads and eluted the immunoprecipitated complexes with a 3×FLAG peptide. We subsequently re-immunoprecipitated the eluate using anti-HA affinity gel. After the second immunoprecipitation, we eluted the DNA-protein complexes either with SDS buffer or with HA peptide. Under these conditions we were able to observed a more evident enrichment at the positive regions with respect to the negative control regions. We obtained up to fivefold enrichment at the positive regions in the ChIP experiments with a lower noise-to-signal level (Figure 1C and Figure S2C).

To immunoprecipitate V5-Myc we used anti-V5 magnetic beads and performed ChIP analyses under three different concentrations of SDS (0.15%, 0.5% and 1%). Lysis buffer containing 0.15% SDS gave better results. In addition, elution with the V5 peptide led to a higher enrichment in the positive control regions (Figure 1C and Figure S3A–C), while the ChIP of V5-Myc using the antibody against V5 conjugated to Protein G magnetic beads did not show enrichment (Figure S3B). The ChIP of V5-Myc showed a low level of background, especially when eluted with the V5 peptide, thus demonstrating its suitability for this type of application (Figure S4A–C).

In conclusion, ChIP performed by immunopurification using the V5 tag or double immunopurification using the FLAG-HA achieved levels of enrichment similar to those obtained with the anti-Myc antibody. However, the ChIP using the Biotag demonstrated much better performance than immunopurification with the specific antibody. Importantly, the Biotag showed the best signal-to-noise ratio, which is an important parameter to perform genome-wide ChIP assays.

### Genome-wide analysis of Bio-Myc identified a large number of Myc binding sites that overlap with Max

On the basis of the above results, we performed a genome-wide analysis using the Bio-Myc ChIP to identify Myc binding sites in ESCs. To bind DNA at E-Box elements, Myc must form a dimer with Max. We therefore also performed a ChIP-Seq analysis of Max and compared the genome-wide results for co-occupancy of Max with Myc based on the ChIP-Seq of Bio-Myc with the results obtained with Myc.

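The data behind the comparison of Bio-Myc with Max are 2 lists of peaks, 1 for each ChIP-Seq. In the Bio-Myc ChIP, chromatin of mouse ESCs expressing Myc with an N-terminal tag that is biotinylated in the cell was purified on streptavidin beads, with a mock ChIP as the control. The cells of the mock ChIP are BirA-ES cells without a tagged protein in the paper's methods and wild-type parental cells in the sample description, so whether they expressed the biotin ligase is left open. In the Max ChIP, an antibody against Max, the dimerization partner of Myc, was used, with an IgG ChIP as the control. Each list comes from 1 library, so there are no replicates, and no value given for these lists has an error between cultures. The authors mapped the reads to mm9 with Bowtie 0.12.7, kept unique hits with up to 2 mismatches, collapsed redundant reads and called peaks with MACS 1.4.1 at a p-value of 1e-08. The lists give the position of each peak and a score, which is the negative log10 of its p-value times 10. The number of reads per library is not part of the lists and the paper's text does not state it, so the depth is unknown, and part of any difference in number between the lists can come from it. The Bio-Myc list holds 3962 peaks with a median width of 1003 bp and a median score of 129, and the Max list holds 11570 peaks with a median width of 820 bp and a median score of 160. Peaks were set beside the mm9 sequence and the 37310 genes of GENCODE M1, and a gene was counted as bound when a peak overlapped the region within 1 kb of any of its annotated TSSs. The paper's text names a promoter window only for Figure S5, from 3 kb upstream to 2 kb downstream of the TSS, and not for the main figures, so other windows were also used. With the TSS itself in place of the 1-kb window, the share of Max peaks at promoters fell from 68.1% to 56.1%, the largest move among the windows.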

We generated heatmaps of the called peaks around the transcriptional start sites (TSS) ±5 kb of all genes rank-ordered by their mRNA expression levels obtained from the RNA-Seq analysis [15] (Figure 2A). 

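The centres of 81.9% of the 3962 Bio-Myc peaks and 77.5% of the 11570 Max peaks lay within 5 kb of an annotated TSS. Within 500 bp of a TSS were the centres of 2642 Bio-Myc peaks (66.7%) and 6733 Max peaks (58.2%). The median distance from a peak centre to the nearest TSS was 213 bp for Bio-Myc and 297 bp for Max. By overlap with the 1-kb window, 75.3% of the Bio-Myc peaks were at promoters (95% Wilson interval 73.9 to 76.6%) and 68.1% of the Max peaks (67.3 to 69.0%). Of the Bio-Myc peaks away from promoters, 89 were centred in exons, 418 in introns and 471 between genes. The same counts for Max were 647, 1208 and 1831. The expression values by which the genes were ordered in the heatmaps were not analysed here.

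**Figure D1:**
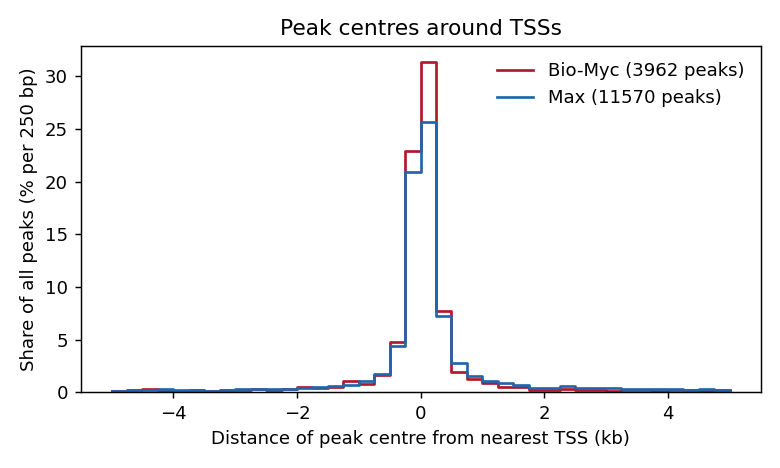
Share of all peaks of each list whose centre falls in each 250-bp bin around the nearest annotated TSS, from 5 kb upstream (negative) to 5 kb downstream in the direction of transcription. Both lists have their highest bins next to the TSS.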

As expected, the Bio-Myc peaks were enriched at the TSSs of highly expressed genes. 

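In the Bio-Myc list, 3740 of the 37310 annotated genes had a peak within 1 kb of a TSS, and 3275 of the 22380 protein-coding genes. The number depended on the window. A peak covered the TSS itself in 3217 genes, lay within 500 bp in 3550 genes and within 5 kb in 4523 genes. With only the peaks at a p-value of 1e-15 or lower, 1791 genes had a Bio-Myc peak within 1 kb. The peaks obtained with the antibody against endogenous Myc were not analysed here.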

Bio-Myc ChIP-Seq revealed a significantly larger number of binding sites on gene promoters with respect to the ChIP-Seq performed with antibodies recognizing endogenous Myc (Figure 2B). Importantly, the analysis of Bio-Myc binding sites showed a higher co-occupancy of Bio-Myc with Max if compared to Myc ChIP-Seq (Figure 2A, B). 

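Of the 3962 Bio-Myc peaks, 2967 overlapped a Max peak by at least 1 bp, a share of 74.9% (95% Wilson interval 73.5 to 76.2%). Bio-Myc peaks placed at random on their own chromosomes overlapped a Max peak in 0.996% of cases on average, and in no more than 1.44% in any of 1000 placements (permutation test, one-sided, p = 0.001, the smallest that 1000 placements can give). The share in place was 21.4 times that of the same peaks moved by 50 kb to either side. Since both lists concentrate at promoters, the 2984 Bio-Myc peaks at promoters were also placed at the same distance from the TSSs of other protein-coding genes. They overlapped a Max peak in 82.9% of cases in place and in 29.6% on average after placement, with a highest value of 32.7%. Away from promoters, 493 of 978 Bio-Myc peaks (50.4%, 47.3 to 53.5%) overlapped a Max peak. In the other direction, 3037 of the 11570 Max peaks overlapped a Bio-Myc peak, which is 26.2%. Counted by gene, 8838 genes had a Max peak within 1 kb of a TSS, and 3223 of the 3740 Bio-Myc-bound genes were among them (86.2%, 85.0 to 87.2%). The share of Bio-Myc peaks moved most when the list of Max peaks was cut to its 3962 highest-scoring peaks, to 46.2%. From the co-occupancy with Max, the paper proposes that the streptavidin protocol identifies true Myc binding sites.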

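Suz12 (ENSMUSG00000017548.9) lies on the plus strand of chromosome 11 from 79806608 to 79847625 in mm9. A Bio-Myc peak from 79805565 to 79806891 with a score of 321 and a Max peak from 79805657 to 79806777 with a score of 721 both covered its outermost TSS and the 5′ UTR. Both peaks held 1 E-Box, at 79806078 to 79806083, which is 530 bp upstream of the annotated TSS at 79806608, in the sequence GGTGGCTTGGGGCACGTGGCGGCCAGGGGA. The E-Box was 148 bp from the centre of the Bio-Myc peak and 137 bp from the centre of the Max peak. Ezh2 (ENSMUSG00000029687.9) lies on the minus strand of chromosome 6 from 47480273 to 47545340. Its TSS was covered by a Bio-Myc peak from 47545058 to 47545924 with a score of 370 and by a Max peak from 47544729 to 47545902 with a score of 409, and neither held a CACGTG. For H19 (ENSMUSG00000000031.9, minus strand of chromosome 7 from 149761434 to 149764048), the nearest peaks were 42.6 kb downstream of a TSS in both lists. For Kdr (ENSMUSG00000062960.6, minus strand of chromosome 5 from 76328852 to 76374483), the nearest peaks were 194 kb upstream of a TSS in both lists.

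**Figure D2:**
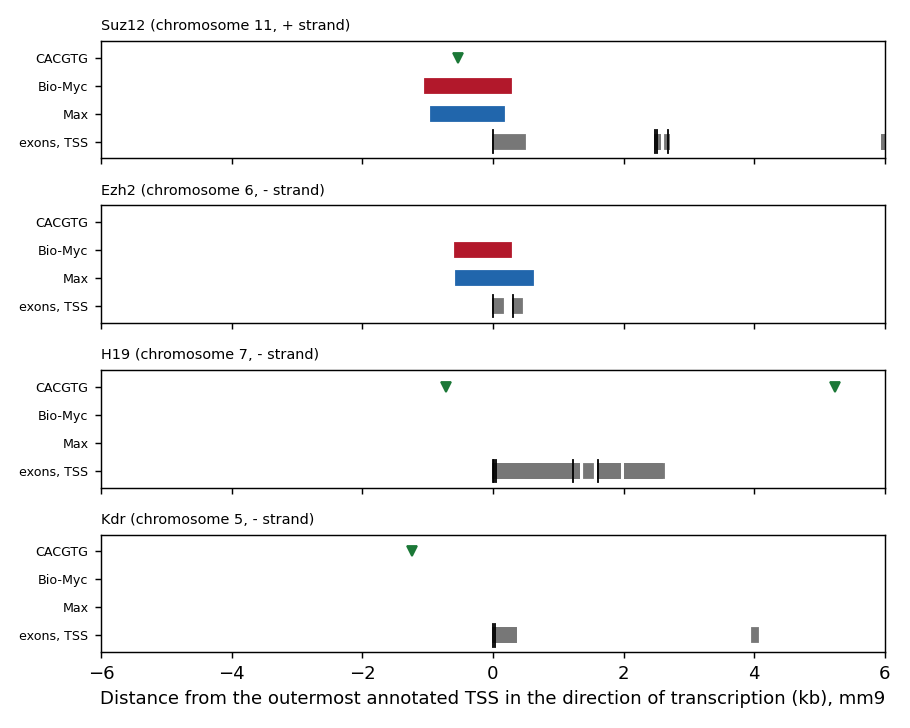
Peaks of the Bio-Myc and Max lists, CACGTG sequences in the mm9 genome, annotated exons (grey) and TSSs (vertical lines) within 6 kb of the outermost TSS of Suz12, Ezh2, H19 and Kdr, with the direction of transcription to the right. Peaks are present in the windows of Suz12 and Ezh2 and in neither of the windows of H19 and Kdr.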

Examination of the binding profiles of Bio-Myc, Myc, and Max at the previously validated E-Boxes of the Suz12 promoter (−570 bp from TSS) and at the TSS of Ezh2 revealed a well-defined peak of enrichment for all three genome-wide analyses, while the analysis showed no binding at the promoters of the negative controls, the H19 and Kdr genes (Figure 2C).

**Figure 2:**
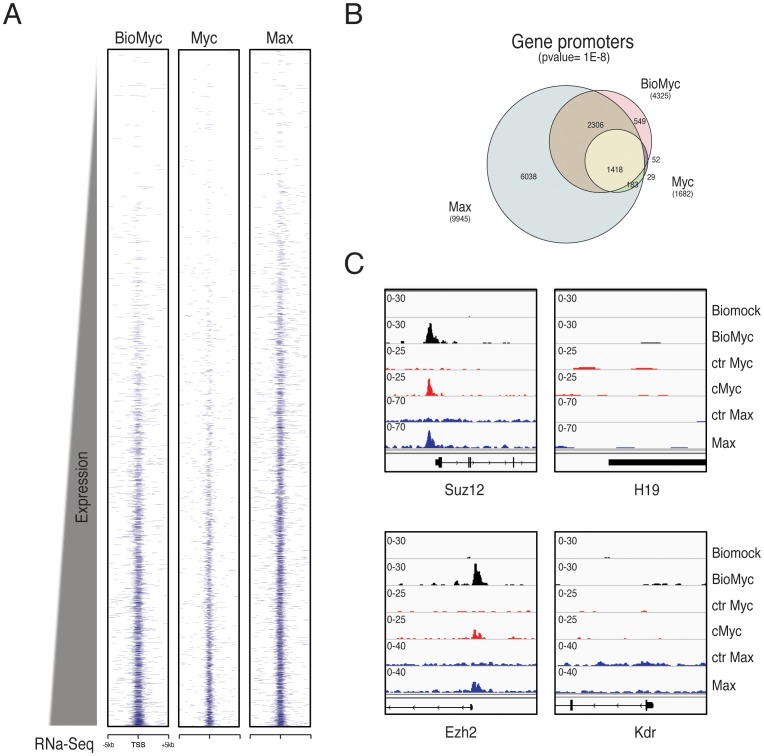
Comparison of Biotag-Myc versus anti-Myc antibody Chip-Seq. (A) Heatmap representation of ChIP-Seq binding for BioMyc, Myc, and Max around transcriptional start sites (TSSs) ±5 kb for all genes rank ordered from the lowest to the most highly expressed according to thee mRNA expression levels obtained from RNA-Seq analysis. (B) Venn diagram showing the exact number of promoters bound in the indicated ChIP-Seq analyses. Bio-Myc ChIP-Seq found many more genes bound on TSSs in comparison with the endogenous Myc ChIP-Seq (4325 TSS vs. 1682 TSSs, respectively), and Bio-Myc ChIP-Seq shows more overlapping genes with Max ChIP-Seq (2306 vs. 1418, respectively). (C) Genomic occupancy profiles of the indicated Chip-Seq show a well-defined peak of enrichment on the E-Box at the Suz12 promoter (−570 bp from TSS) and the Ezh2 TSS, while there is no binding at the promoters of the negative control genes (H19 and Kdr).

It has been previously shown that overexpressed Myc could associate with low-affinity targets at an increased frequency and, at even higher levels, with other sequences [24] [25]. 

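The sequence CACGTG was counted in the mm9 sequence under each peak and in control regions of the same width 10 kb to either side. It occurred in 1984 of the 3962 Bio-Myc peaks (50.1%, 95% Wilson interval 48.5 to 51.6%) and in 13.7% of 7797 control regions, a ratio of 3.66. It occurred in 4396 of the 11570 Max peaks (38.0%, 37.1 to 38.9%) and in 11.2% of 22072 control regions, a ratio of 3.38. Two-sided Fisher's exact tests gave p-values under the smallest number that could be computed in both lists. Peaks at promoters are rich in CpG, and CACGTG holds a CpG, so the 7 other palindromes with a central CG and the same bases around it were counted in the same way. They occurred in 5.53% to 26.9% of the Bio-Myc peaks and 4.34% to 25.3% of the Max peaks, fewer than the E-Box. Their ratios to the control regions ran from 2.75 to 4.68 for Bio-Myc and from 2.94 to 5.56 for Max. Of the 7, 2 had a higher ratio than the E-Box for Bio-Myc and 4 for Max, so by this ratio over whole peaks the E-Box did not stand apart. In the Bio-Myc control regions, the other palindromes occurred in 2.01% to 7.63%, under the 13.7% of the E-Box. Binding of other factors to these palindromes was not tested, so the ratios do not show that the E-Box enrichment comes from CpG content. In the central 200 bp, the E-Box occurred in 19.6% of the peaks of both lists, 7.23 times the control share for Bio-Myc (p = 5.91e-203, Fisher's exact test) and 7.49 times for Max. Among the other palindromes, the highest central share was that of TGCGCA, with 7.98% and 9.59%, and its ratios of 7.37 and 9.11 were above those of the E-Box. The motif discovery of the paper used HOMER, which was not run here.

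**Figure D3:**
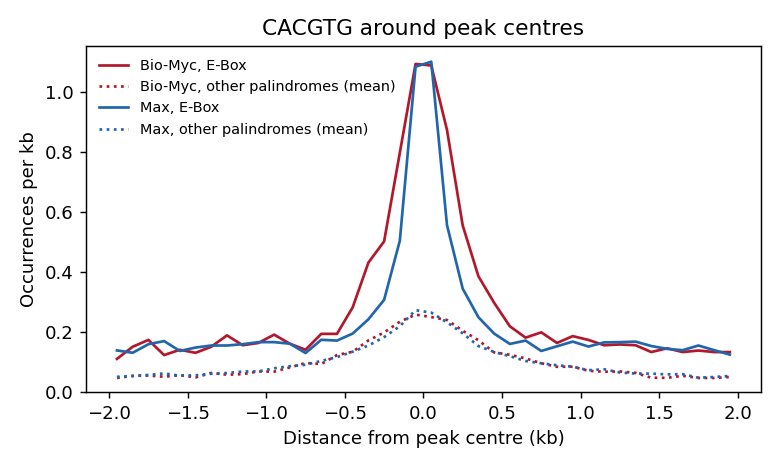
Occurrences per kb of CACGTG (solid lines) and, as the mean per sequence, of the 7 other palindromes (dotted lines) in 100-bp bins within 2 kb of the peak centres of the Bio-Myc and Max lists. All 4 lines rise towards the centre, and the E-Box lines lie above the means of the other palindromes.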

Motif discovery analysis of Bio-Myc, Max, and Myc ChIP-Seq analyses showed that all three ChIP-Seq datasets are enriched for a DNA sequence containing the perfect E-Box sequence CACGTG with high p-values: Bio-Myc 1E-205, Myc 1E-255, and Max 1E-588 (Figure 3A). Thus, although Bio-Myc ChIP-Seq identified many more binding sites, it maintained a similar enrichment of the motif sequence of the DNA-bound regions, suggesting that all sites identified by Bio-Myc ChIP–Seq are *bona fide* Myc binding sites and were not detected due to overexpression of the tagged protein.

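Within the Bio-Myc list, the share of peaks with an E-Box differed between peaks with and without a Max peak. It was 54.8% (53.0 to 56.6%) of the 2967 peaks that overlapped a Max peak and 36.1% (33.2 to 39.1%) of the 995 that did not, against 14.1% and 12.5% of their control regions. Peaks without a Max peak were narrower, with a median of 857 bp against 1067 bp, and had lower scores, with a median of 105 against 143. In the central 500 bp, which removes the difference in width, 28.1% (25.4 to 31.0%) of the peaks without a Max peak held an E-Box, and 38.2% of the peaks with one when standardised to the same scores. The E-Box share also followed the score, from 71.8% (67.2 to 76.0%) in the highest-scoring 10% of Bio-Myc peaks to 38.6% (34.0 to 43.5%) in the lowest-scoring 10%. In the Max list, the 3037 peaks that overlapped a Bio-Myc peak held an E-Box in 52.7% of cases and the other 8533 in 32.8%. In the central 500 bp these shares were 40.2% and 27.3%, without matching of the scores, whose medians were 257 and 140. Place was not matched in either list. At promoters were 83.4% of the Bio-Myc peaks with a Max peak and 51.3% of those without. For Max peaks with and without a Bio-Myc peak it was 83.2% and 62.8%. From the similar enrichment of the motif in Bio-Myc and Myc ChIP-Seq, the paper proposes that the Bio-Myc sites are true binding sites and do not result from overexpression of the tagged protein.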

**Figure 3:**
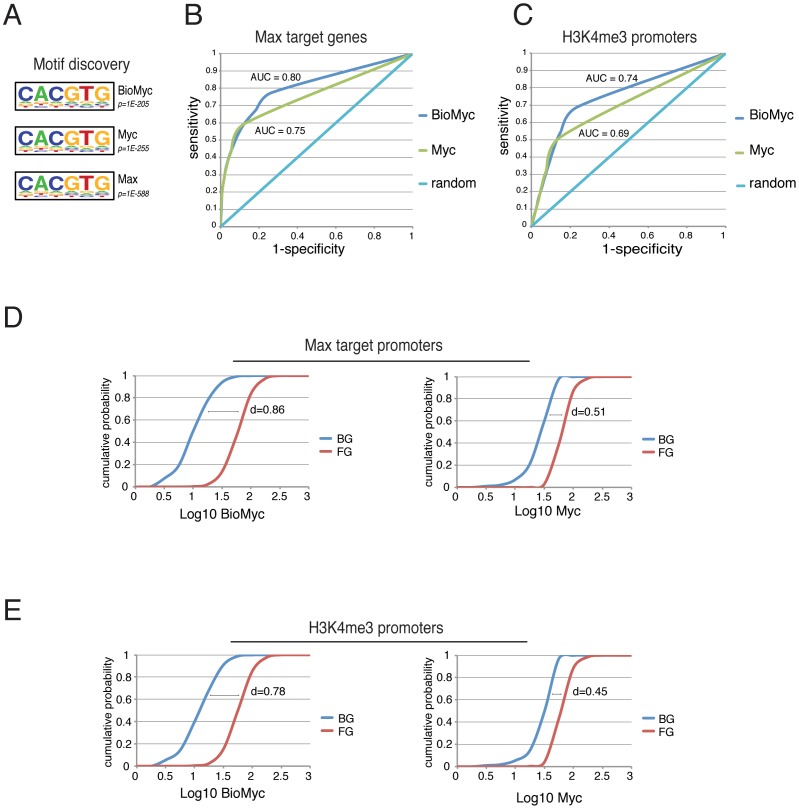
Biotag-Myc ChIP-Seq is more sensitive without loss of specificity. (A) Motif discovery analysis showed a significant enrichment for the E-Box sequence (CACGTG) in all the ChIP-Seq indicated. (B–C) The ROC curve highlights that Bio-Myc ChIP-Seq in comparison with Myc ChIP-Seq is more sensitive without a loss of specificity at Max or H3K4me3 target genes. The major area under the curve (AUC) for Bio-Myc indicates its better performance compared with Myc (AUC = 0.80 vs. 0.75 for Max target genes and AUC = 0.74 vs. 0.69 for H3K4me3 genes). (D–E) Bio-Myc (left panels) or endogenous Myc (right panels) ChIP-Seq reads cumulative frequency distributions are plotted for the background and foreground regions calculated for Max or H3K4me3 binding. A greater distance between the curves in Bio-Myc (d = 0.86 and d = 0.78) with respect to the endogenous Myc (d = 0.51 and d = 0.45) indicates a greater difference of signal intensity occurring between the background and bound regions.

We next divided all of the genes in two categories on the basis of their promoter binding by Max and calculated the sensitivity and specificity using Bio-Myc or the antibody anti-Myc at different p-values overlapping between the two categories. 

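The 37310 annotated genes were divided into the 8838 with a Max peak within 1 kb of a TSS and the 28472 without one, and each was given the score of its strongest Bio-Myc peak in the same window, or 0 where there was none. Over all deposited Bio-Myc peaks, 36.5% of the Max-bound promoters and 1.82% of the others had a Bio-Myc peak. With the limit on Bio-Myc peaks at a p-value of 1e-11, these shares were 26.9% and 0.945%, and at 1e-15 they were 18.9% and 0.428%. The area under the ROC curve was 0.674 (0.668 to 0.681, Hanley and McNeil's interval over promoters, which are not replicates). Across the other promoter windows and with protein-coding genes alone it ran from 0.669 to 0.679. A list cut at 1e-08 gives no order among the promoters without a Bio-Myc peak, which enter the area as ties. The curve for the antibody against endogenous Myc was not analysed here.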

The ROC curve highlights that Bio-Myc ChIP-Seq is more sensible without loss of specificity, and it demonstrates the better performance of Bio-Myc ChIP-Seq in comparison with the ChIP-Seq performed with anti-Myc antibodies, as shown by the area under curve (AUC) (Figure 3B). We obtained similar results using promoters marked by H3K4me3 or by Max binding (Figure 3C). Furthermore, we generated two datasets of gene promoters. One used as a background (BG) of Myc binding sites comprised that is formed by 50% of the less genes with the lowest levels of expression among those expressed genes that were not bound by Max and, was used as the background (BG) for the Myc binding sites. The other, used as a foreground (FG)comprised composed of 50% of the genes with the highest levels of expression among the genes that were bound by Max and was used as the foreground (FG) most expressed genes bound by Max. The cumulative Bio-Myc or Myc signal distributions are plotted for the background or foreground regions. Interestingly, the BG curve of for Bio-Myc is more left- shifted in comparison with the BG curve of for Myc, indicating a minor density of reads in the background. Consequently, the distance (d) between the BG and FG curves of Bio-Myc is greater (Figure 3D). Again, using either H3K4me3 or Max, we found a similar distribution pattern (Figure 3E). Thus, Bio-Myc ChIP-Seq identifies a large number of Myc binding sites that could not be detected using the Myc antibody. This difference can be attributed to the high affinity of the biotin/streptavidin detection that can be performed at a very high stringency and to the very low background that is obtained using this detection system, which allows the identification of peaks that would not be distinguished from the background using the Myc- specific antibody.

### Biotag-Myc ChIP-Seq shows a high overlap with NMyc on promoters and enhancers

As shown above, the high level of co-occupancy of Bio-Myc and Max strongly suggests that the biotin/streptavidin protocol identifies true Myc binding sites within the genome. Previous ChIP experiments showed that when coexpressed in the same cells, Myc and NMyc bind to the same promoters [8]. The analysis performed using the NMyc ChIP-Seq dataset [9] revealed that similarly to Bio-Myc, NMyc was able to identify a larger number of peaks when compared with the sites identified using the anti-Myc antibodies, most likely due to the major affinity and specificity of the antibody anti-NMyc. The overlap between the Bio-Myc and NMyc-bound regions was approximately 70%, demonstrating that the number of common binding sites between Myc and NMyc is larger than previously expected (Figure 4A, B). Our results indicate that the higher number of sites identified by NMyc compared with those identified using the anti-Myc antibody is not due to a different binding specificity of the two transcription factors, but to the higher specificity of the anti-NMyc antibody. These results suggest that the genome-wide approach may underestimate the number of total binding sites of a specific protein, especially in the cases when the antibody used has a low affinity and/or specificity. In these cases, the use of a tag represents a better approach to identify *bona fide* binding sites. In fact, while we were able to observe the Myc and NMyc binding to all these promoters by ChIP at each locus by RT-qPCR amplification of the fragment, only the use of Bio-Myc allowed us to identify these binding sites by genome-wide analysis.

**Figure 4:**
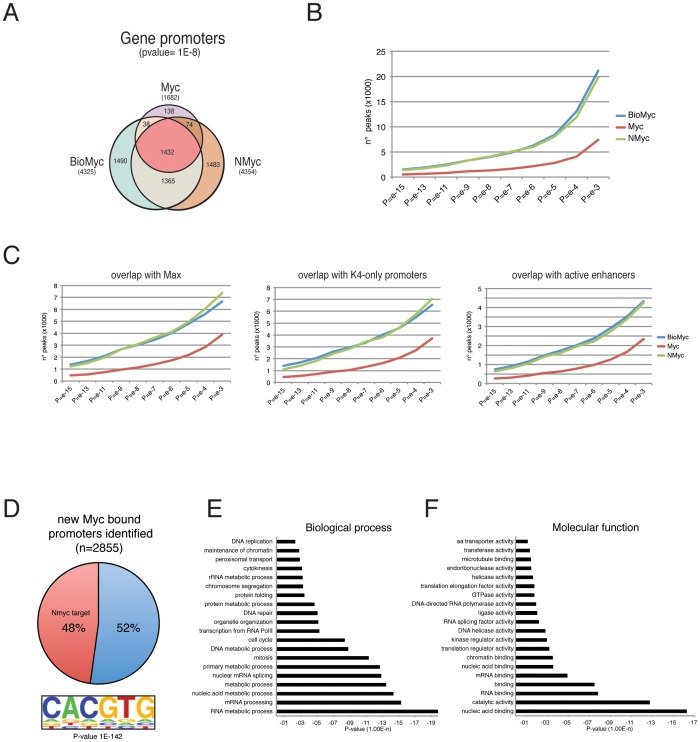
Biotag-Myc identifies a large number of Myc binding sites in ESCs. (A) Venn diagram showing the number of gene promoters bound in the indicated ChIP-Seq analyses and their overlap. (B) Bio-Myc ChIP-Seq was able to identify many more bound regions in comparison with Myc ChIP-Seq as shown by the number of peaks found at each p-value indicated. (C) The genomic colocalization of Bio-Myc peaks with Max, H3K4me3-only promoters, and active enhancers at different p-values. Bio-Myc ChIP-Seq always reveals a major number of peaks overlapping with the indicated genomic features and shows a similar distribution to the NMyc dataset. (D) About 50% of the newly identified Myc-bound promoters show overlap with NMyc targets and an enrichment in the motif sequence corresponding to the perfect Myc E-Box (p-value 1E-142). (E–F) Gene ontology analysis reveals that the newly identified Myc target genes are enriched for genes associated with the cell cycle and cell metabolism as well as genes with molecular functions involved in the metabolism of nucleic acid and chromatin structure.

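The 3962 Bio-Myc peaks fell to 3381 at a p-value of 1e-09 or lower, 2519 at 1e-11, 1960 at 1e-13, 1583 at 1e-15 and 963 at 1e-20. The Max list went from 11570 peaks to 10361 at 1e-09, 6234 at 1e-15 and 4417 at 1e-20, and so kept a larger part of its peaks at each of these limits.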

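At the deposited limit of 1e-08, 2967 Bio-Myc peaks overlapped a Max peak, and at 1e-15 the number was 1398. The share rose with the limit, from 74.9% to 77.8% (76.4 to 79.2%) at 1e-09, 82.3% (80.8 to 83.8%) at 1e-11, 86.1% (84.5 to 87.5%) at 1e-13, 88.3% (86.6 to 89.8%) at 1e-15 and 93.4% (91.6 to 94.8%) at 1e-20, with the Max peaks as deposited. The peaks at each stricter limit are part of those at 1e-08, so these intervals are not independent. In groups without shared peaks, 98.2% (96.4 to 99.1%) of the highest-scoring 10% of Bio-Myc peaks overlapped a Max peak. In the lowest-scoring 10% it was 55.6% (50.6 to 60.4%). H3K4me3 promoters and enhancers were not analysed here.

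**Figure D4:**
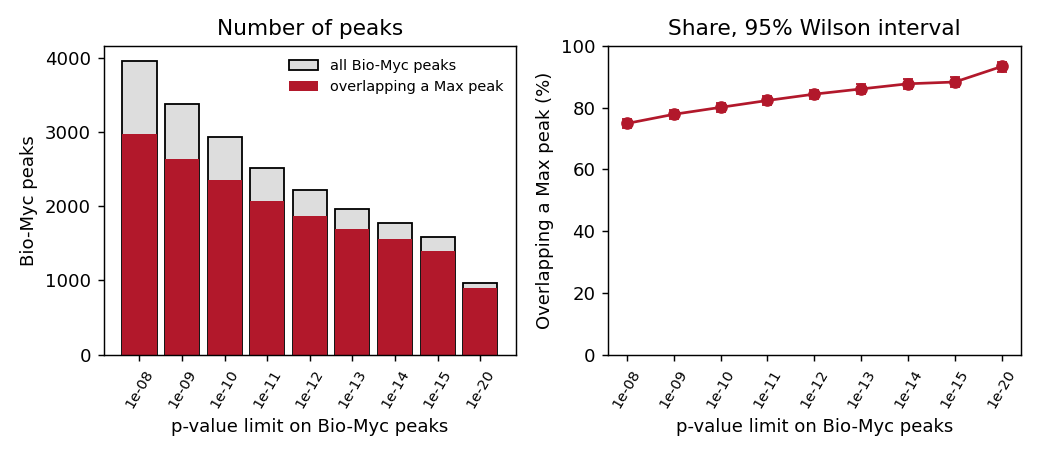
Number of Bio-Myc peaks, and of those overlapping a Max peak, at each p-value limit (left), and the share overlapping a Max peak with its 95% Wilson interval (right). The number falls from 3962 to 963 while the share rises from 74.9% to 93.4%.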

The peaks identified by Bio-Myc and NMyc also show a higher overlap with open or active promoters marked by trimethylation of lysine 4 on histone H3 (H3K4me3) and active enhancers marked by H3K4me1 and H3K27Ac as well as a similar degree of overlap with Max binding sites (Figure 4C and Figure S4C), suggesting that Myc and NMyc play similar biological roles in ESCs. Approximately 50% of newly identified Myc binding sites by Bio-Myc ChIP-Seq overlap with NMyc targets and the newly identified Myc bound regions show enrichment in motif sequence corresponding to the perfect Myc E-Box with a definitely significant p-value (1E-142) (Figure 4D). Furthermore, gene ontology analysis showed that the newly identified genes are involved in cell cycle progression, cell metabolism, and molecular functions involved in the metabolism of nucleic acid, corresponding to the gene categories usually associated with Myc proteins (Figure 4E, F).

### The newly identified genes by Bio-Myc ChIP-Seq are actually bound by Myc in ES Cells

To further investigate the genes identified by Bio-Myc ChIP-Seq analysis that were not identified using the anti-Myc antibody, we analyzed the effective role of Myc in the regulation of these genes. We first compared the binding profiles of Bio-Myc, Myc, Max, and NMyc on two groups of genes. The first group is composed of the genes that are also bound by NMyc (Figure 5A), while the second group is composed of the genes that are bound only by Bio-Myc, but not by NMyc (Figure 5B). 

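The 8 promoters of Figure 5 were looked up in both lists, with positions in mm9. Among the genes of Figure 5B, Cdk6 (chromosome 5, plus strand, TSS at 3343893) had a Bio-Myc peak from 3341125 to 3343365 with a score of 520 (519.8), ending 528 bp upstream of the TSS, and a Max peak from 3341104 to 3344907 that covered the TSS. The Bio-Myc peak held 3 E-Boxes and the Max peak 4. Ippk (chromosome 13) had a Bio-Myc peak from 49515971 to 49517191 and a Max peak from 49515941 to 49516947, Pcl2, annotated as Mtf2 (chromosome 5), had them from 108494324 to 108494971 and from 108494206 to 108495061, and Rnf32 (chromosome 5) from 29521933 to 29522803 and from 29521750 to 29522766. All of these covered a TSS and none held a CACGTG. The Bio-Myc scores of Mtf2 and Rnf32 were 86.2 and 89.8, close to the lowest score of the list, 80. Among the genes of Figure 5A, Rbbp4 (chromosome 4) had a Bio-Myc peak from 129011545 to 129013485 and a Max peak from 129011973 to 129013220 over its TSS, with 1 E-Box in both, 224 bp upstream of the TSS at 129012614. Cdkl2 (chromosome 5) had them from 92471339 to 92472278 and from 92471098 to 92471887, and Eed (chromosome 7) from 97128222 to 97129793 and from 97128834 to 97129772, without a CACGTG. The Bio-Myc score of Eed was 90.9. Ccnd1 (chromosome 7, minus strand, TSS at 152125774) differed from the others. Its nearest Bio-Myc peak, from 152127022 to 152128051, began 1248 bp upstream of the TSS, outside the 1-kb window, while a Max peak from 152125232 to 152125880 covered the TSS. Further Max peaks overlapped the Bio-Myc peaks upstream.

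**Figure D5:**
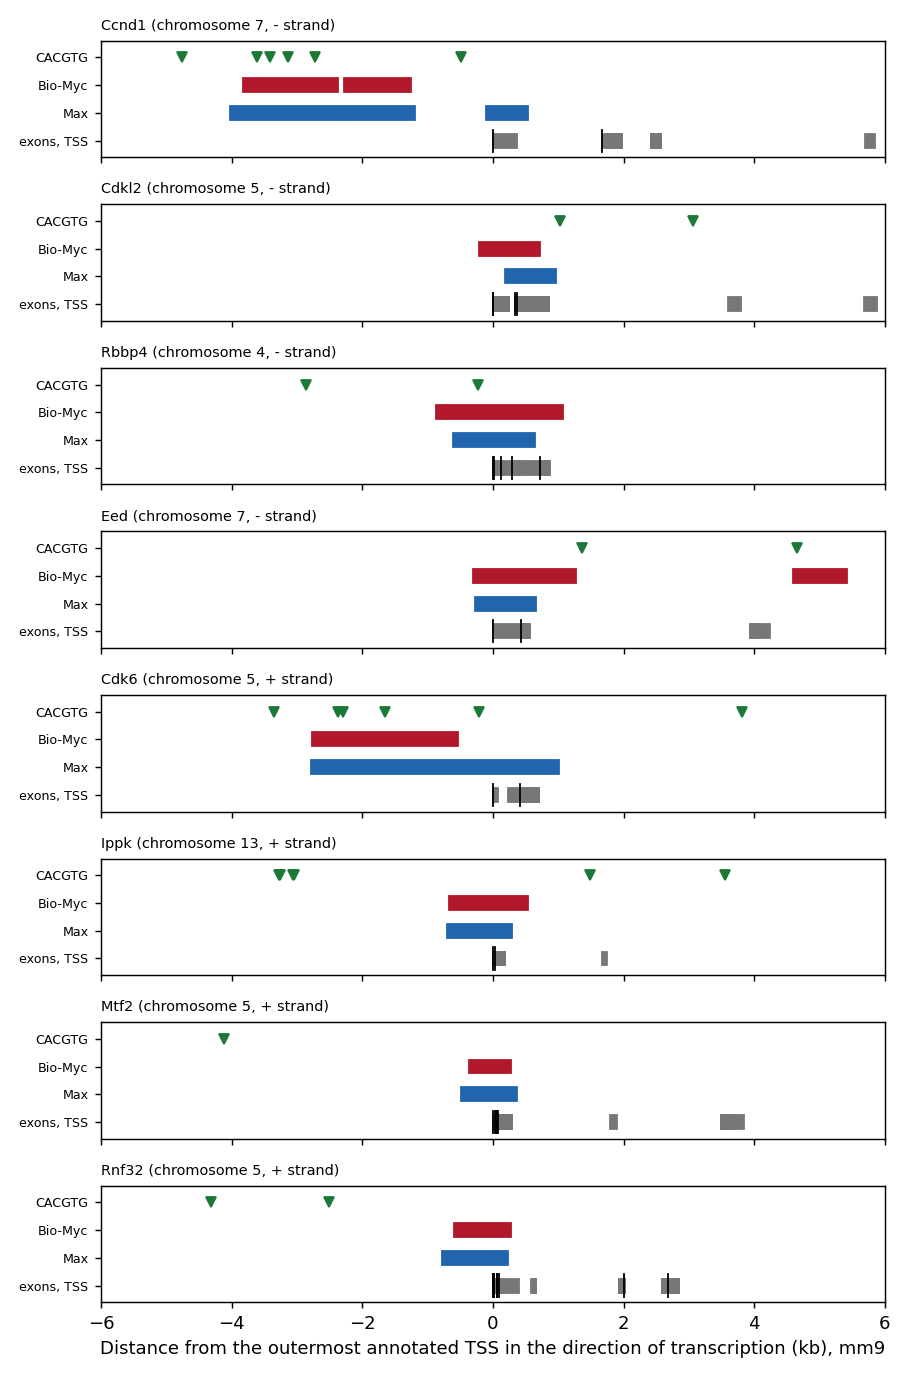
Peaks of the Bio-Myc and Max lists, CACGTG sequences, annotated exons (grey) and TSSs (vertical lines) within 6 kb of the outermost TSS of the 8 genes of Figure 5, with the direction of transcription to the right. In each window a Bio-Myc peak overlaps a Max peak.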

The genomic occupancy profiles revealed a very similar binding pattern of Bio-Myc and Max to the promoters of the second group of genes, and they showed an analogous binding pattern of NMyc for the first group genes. Interestingly, in the Myc ChIP-Seq of the first group of genes (Figure 5A) as well as in the NMyc ChIP-Seq of the second group genes (Figure 5B), several sporadic reads corresponding to the peak of Bio-Myc on gene promoters are evident. Although these signals are below the general background level, these reads may indicate the detection of Myc binding sites by the anti-Myc antibody. However, the sensitivity of the ChIP-Seq technique does allow the identification of these low signals as true peaks. To verify Myc binding at these genes, we performed ChIP followed by RT-qPCR analysis to reveal the binding of endogenous Myc. We noted a significant enrichment of Myc by ChIP at all regions that were identified by Bio-Myc ChIP-Seq in comparison with IgG and the negative controls (H19 and Kdr gene) (Figure 5C). In addition, ChIP analysis also revealed NMyc and Max binding to the chromatin of these genes (Figure 5D).

**Figure 5:**
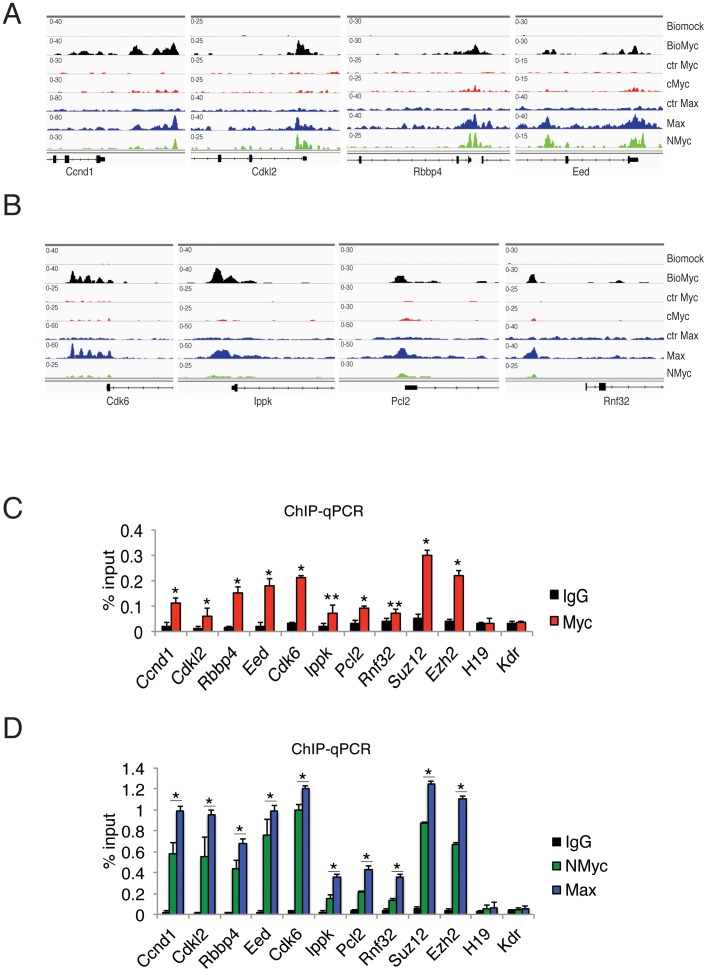
The newly identified genes by Biotag-Myc ChIP-Seq are bound by endogenous Myc in ES cells. (A–B) Representative genomic occupancy profiles of genes identified by Bio-Myc ChIP-Seq but not by endogenous Myc ChIP-Seq. The genes were divided in two groups. The first group is composed of the genes that are also bound by NMyc (A) while the second group is composed of the genes that are bound only by Bio-Myc (B). (C) RT-qPCR analysis of endogenous Myc ChIP samples at the promoters of the indicated genes. The Suz12 and Ezh2 genes were used as positive controls, and the H19 and Kdr genes were used as negative controls. The results are shown as the percentage (1/100) of the input. (D) RT-qPCR analysis of endogenous NMyc and Max ChIP reveals their binding to the promoters of the second group of genes. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as the percentage (1/100) of the input.

We next verified whether these newly identified genes bound by Myc are actually regulated by Myc. To this end, we silenced the Myc protein in ES cells (Figure 6A and B). In agreement with previous data [8], knockdown of Myc resulted in the downregulation of the expression of Suz12 and Ezh2, which were used as controls (Figure 6C). Together with Suz12 and Ezh2, all the new genes identified by Bio-Myc were also down regulated, including those that were not identified by NMyc (Figure 6C), demonstrating that Myc positively regulate these genes. Because these genes are involved in the cell cycle, cell metabolism, and in the maintenance of the chromatin signature in ES cells, the knowledge of their regulation by Myc could allow a better understanding of the biological role of Myc in ES cells.

**Figure 6:**
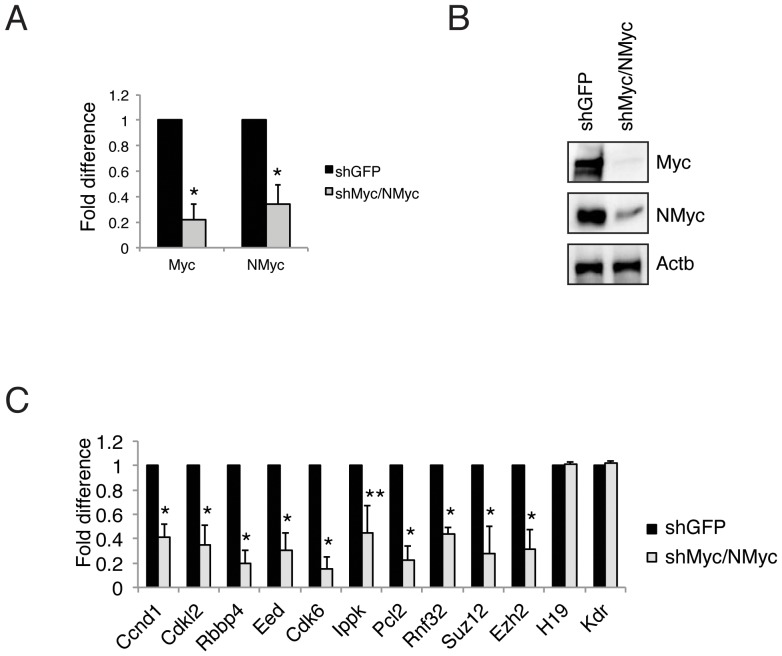
The genes identified by Biotag-Myc are regulated by Myc in ES cells. (A) RT-PCR analysis of Myc and NMyc expression in double knockdown ES cells. The results are shown as a fold difference. (B) Western blot analysis of Myc protein level in double-knockdown ES cells. β-actin was used as a loading control. (C) RT-PCR analysis of the indicated transcripts upon a double knockdown (dKD) of Myc proteins. The Suz12 and Ezh2 genes were used as positive controls, and the H19 and Kdr genes were used as negative controls. The results are shown as the fold difference.

Using biotin-tagged Myc, we identified a more comprehensive genome-wide analysis of the Myc binding sites in ESCs than those obtained with Myc specific-antibodies. This approach could be employed in general for the identification of the binding profile of any chromatin-associated protein. The use of the Biotag also demonstrated the advantage of a better comparison between the different factors and the possibility to analyze the binding activities of mutants or alternative splice variants, which could not be distinguished by specific antibodies.

To bind to the E-Box element and regulate its target genes, Myc must form a dimer with its partner Max. Importantly, to maintain ESC pluripotency, Myc requires the expression of Max [26]. From the data obtained, we generated a Myc/Max-dependent regulatory network that integrates previously identified Myc-genes with the genes identified in this study (Figure 7). The model includes a subset of representative Myc/Max co-bound targets involved in transcriptional activation, cell cycle progression, ESC self-renewal, and developmental processes. 

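Figure 7 names 35 genes, 19 of them in red as identified in the paper's work. Within 1 kb of an annotated TSS, 22 of the 35 had a Bio-Myc peak, 26 a Max peak and 20 both. Among the 19 in red, 13 had a Bio-Myc peak and 11 both. A Max peak alone was found at 6 (Ep400, Ccnd1, Ccnb1, Cdk10, Sox2 and Sall4), a Bio-Myc peak alone at 2 (Setd3 and Myst1), and neither at 7 (Jarid2, Rbbp7, Setd1a, Mll1, Myst2, Zfp42 and Tet1). Cdk10 lies on chromosome 8, which held 6.34 Max peaks for each Bio-Myc peak, against 2.44 to 3.37 on the other autosomes. The cause of that excess is open. With the TSS itself covered, and also within 500 bp of it, 17 of the 35 had both and 9 neither, and 8 of the 19 in red had both. In the window from 3 kb upstream to 2 kb downstream, 21 of the 35 had both and 6 neither, and within 5 kb of a TSS 21 had both and 4 neither. With peaks at a p-value of 1e-15 or lower, 11 had both. Of all 22380 protein-coding genes, 14.6% had a Bio-Myc peak within 1 kb. Among the cell cycle genes, both peaks covered a TSS of Ccna2, Ccne2, Cdk1, Cdk4 and Cdk7. Cdk12 had a Bio-Myc peak over a TSS and a Max peak 821 bp upstream. The nearest Bio-Myc peak was 5453 bp downstream of a TSS of Ccnb1 and 122 kb upstream of that of Cdk10.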

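For the histone modifying factors, peaks were looked up around every annotated TSS. A Bio-Myc and a Max peak covered a TSS of Gcn5, annotated as Kat2a (chromosome 11, 100566060 to 100573779), with scores of 120 (120.4) and 232. The same was found for Wdr5 (chromosome 2, 27370677 to 27392055), with scores of 119 and 256 and 1 E-Box. At Mll3 (chromosome 5, 24777612 to 25004601), a Bio-Myc peak lay 514 bp and a Max peak 574 bp upstream of a TSS, each with 1 E-Box. Setd3 (chromosome 12, 109344641 to 109417524) had a Bio-Myc peak over a TSS with a score of 86.7, and its nearest Max peak was 95047 bp upstream. For P400, annotated as Ep400 (chromosome 5, 111093392 to 111199736), a Max peak covered a TSS and the nearest Bio-Myc peak was 9281 bp upstream. For Mll1 (chromosome 9, 44611438 to 44689379), the nearest Bio-Myc peak was 39.1 kb upstream of a TSS and the nearest Max peak 1091 bp upstream. For Myst2 (chromosome 11, 95135573 to 95171560), the nearest Bio-Myc peak was 356 kb upstream and the nearest Max peak 22.2 kb downstream.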

In line with the view of Myc as a general transcriptional activator, in addition to the previously identified Myc-target genes Gcn5, Myst2, and P400, we found other histone modifying factors that positively regulate transcription, such as Setd3, Mll1, Mll3, and Wdr5. Interestingly, our study also identified other categories of ES cell regulators.

**Figure 7:**
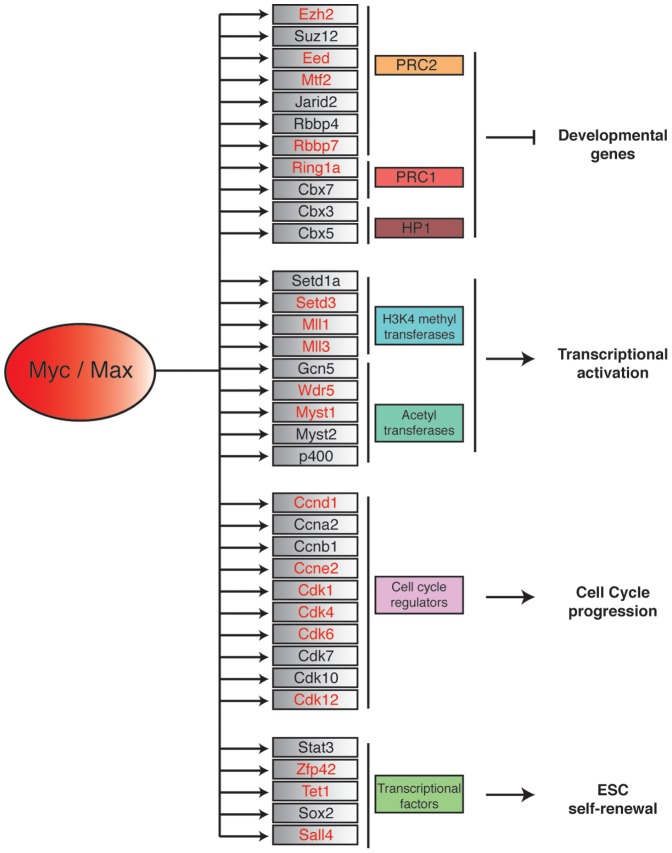
Myc/Max transcriptional targets in ESCs. Schematic representation of Myc/Max bound genes in ES cells (the genes identified in this work are indicated in red) and their molecular and biological functions.

## Conclusions

Previous genome-wide analysis of the Myc binding sites in ESCs suggested that the Myc-centered regulatory network is largely independent from the networks controlled by the core pluripotent factors and from Polycomb because each of these networks (or modules) regulates largely independent sets of target genes with distinct roles in maintaining ES cell self-renewal, undifferentiation, and proliferation [10]. 

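At the pluripotency genes, Stat3 (chromosome 11, 100746412 to 100800854, minus strand) had a Bio-Myc peak from 100800654 to 100801715 with a score of 167 and a Max peak from 100800255 to 100801668 with a score of 558. Both covered a TSS and the 5′ UTR and held 3 E-Boxes. Sox2 (chromosome 3, 34548927 to 34551383, plus strand) had a Max peak from 34547703 to 34548394 with a score of 188, 533 bp upstream of a TSS, with 1 E-Box. Its nearest Bio-Myc peak, from 34654462 to 34655993, was 105 kb downstream. Zfp42 (chromosome 8, 44380422 to 44392363, minus strand) had a Max peak from 44389452 to 44390069 with a score of 92.5, 2294 bp downstream of its TSS in an exon with UTR sequence, and no Bio-Myc peak within 1 Mb. Chromosome 8 held an excess of Max peaks whose cause is open. Of the other genes of this group in Figure 7, Tet1 had a Bio-Myc peak 3031 bp downstream of a TSS in an intron, and Sall4 had a Max peak over a TSS and its nearest Bio-Myc peak 23.1 kb upstream.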

Our genome-wide study also identified as Myc-targets the ESC-specific genes Stat3, Sox2, and Zfp42 (Rex1), which are factors involved in maintaining ESC pluripotency. This analysis also identified additional components of the Polycomb PRC1 and PRC2 complexes, which maintain the transcription of developmental genes in ES cells. Thus, our study suggests that the Myc-centered regulatory network, the core, and the Polycomb modules are more interconnected than previously thought, providing an explanation for the observation that Myc plays an essential role in maintaining ESC self-renewal and the undifferentiated state [6] [8].

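Among the Polycomb genes of Figure 7 beyond Suz12, Ezh2, Eed, Mtf2 and Rbbp4, peaks of both lists covered a TSS of Ring1a, annotated as Ring1 (chromosome 17, 34157737 to 34161625), and Cbx7 (chromosome 15, 79746237 to 79801549). The Bio-Myc scores were 83.8, close to the lowest score of the list, 80, and 177. Outside the Polycomb genes, Figure 7 also names Cbx3 (chromosome 6, 51420359 to 51433703) and Cbx5 (chromosome 15, 103021975 to 103070247). Peaks of both lists covered a TSS of each, with Bio-Myc scores of 563 and 804. At Cbx7, the nearest Bio-Myc peak, from 79800695 to 79801964, and the nearest Max peak, from 79762543 to 79763347, covered different TSSs. For Jarid2 (chromosome 13, 44824843 to 45017012), the nearest Bio-Myc peak was 1426 kb upstream of a TSS and the nearest Max peak 40.8 kb upstream. For Rbbp7 (chromosome X, 159198334 to 159217024), the nearest Bio-Myc peak was 1183 kb downstream and the nearest Max peak 2622 kb upstream.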

## Supporting Information

Figure S1 **Characterization and Functional Validation of Tagged c-Myc Stable Clones.** (A) Western blot analysis of the exogenous tagged c-myc expression in the indicated stable clones. The level of expression was determined by using the antibody 9e10. Beta-actin was used as a loading control. (B–D) Western blot analysis of affinity tags expression in the indicated stable clones. Beta-actin was used as a loading control. (E) Immunoprecipitation analysis of endogenous Max protein in nuclear extracts obtained from the indicated clones demonstrated that Max is able to coimmunoprecipitate with exogenous Myc in each clone analysed. Purified rabbit IgG were used as negative control. (F) Immunoprecipitation analysis of exogenous Myc using the corresponding affinity beads showed its interaction with endogenous Max in each clone analysed.
(TIF) Click here for additional data file.

Figure S2 **Analysis of Biotag and Flag-HA ChIP Assays.** (A) RT-PCR analysis of Bio-Myc_5B ChIP performed under three different concentrations of SDS (0.15%, 0.5% and 1%) in lysis buffer. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as a fold difference. (B) RT-PCR analysis of Flag ChIP performed in two different Flag-HA-Myc stable clones. Two different concentrations of SDS (0.15%, 0%) in lysis buffer, and two different types of elution for each condition were used as indicated. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as a fold difference. (C) RT-PCR analysis of TAP ChIP performed in two different Flag-HA-Myc stable clones. Flag-HA-Myc was first immunoprecipitated with anti-Flag M2 beads and then it was reimmunoprecipitated using anti-HA affinity gel. The immunoprecipitation was performed in lysis buffer containing 0% of SDS. Two different types of elution were used as indicated. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as a fold difference.
(TIF) Click here for additional data file.

Figure S3 **Analysis of V5 ChIP Assay.** (A) RT-PCR analysis of V5-Myc_3A ChIP performed under three different concentrations of SDS (0.15%, 0.5% and 1%) in lysis buffer, and two different types of elution for each condition. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as a fold difference. (B) RT-PCR analysis of V5 ChIP performed in two different V5-Myc stable clones under the indicated concentration of SDS in lysis buffer. V5-Myc was immunoprecipitated either with V5 magnetic beads or with anti-V5 antibody and two different types of elution for each condition were performed. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as a fold difference. (C) RT-PCR analysis of V5 ChIP performed in two different V5-Myc stable clones under the indicated concentration of SDS in lysis buffer. V5-Myc was immunoprecipitated with V5 magnetic beads and two different types of elution for each condition were performed. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as a fold difference.
(TIF) Click here for additional data file.

Figure S4 **Comparison of Different Types of Affinity Tags for Use in Chromatin Immunoprecipitation.** (A) RT-qPCR analysis of ChIP assays of the indicated endogenous and tagged proteins under the conditions indicated. The Suz12 and Ezh2 genes were used as positive controls, the H19 and Kdr genes were used as negative controls. The results are shown as percentage (1/100) of input. (B) Backround average level of the indicated ChIP assays shown as percentage (1/100) of input. Background was calculated as the average of the values obtained from mock or IgG ChIP on two positive (Suz12, Ezh2) and two negative (H19, Kdr) regions plus the values of the indicated ChIP on the two negative regions (H19, Kdr). (C) Overlap between Myc binding regions and promoters and enhancers with the indicated features.
(TIF) Click here for additional data file.

Figure S5 **Analysis of the Myc, Core and Polycomb modules target genes in ESC.** (A) Venn diagram showing the exact number of promoters bound in the indicated ChIP-Seq analyses. Since Oct3/4 and Polycomb could bind not exactly on TSS, the analysis was performed keeping the genes bound in a larger region near TSS (between -3kb and +2kb). (B) Clustering analysis of the global Pearson correlation of the indicated ChIP-Seq showing the independence of the three modules in ESC.
(TIF) Click here for additional data file.

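In the window from 3 kb upstream to 2 kb downstream of any annotated TSS, 4060 genes had a Bio-Myc peak and 9509 a Max peak, and 3514 had both, which is 86.6% of the Bio-Myc-bound genes (85.5 to 87.6%, 95% Wilson interval). The Oct3/4 and Polycomb lists were not analysed here.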

Table S1 **ChiP primers.**
(DOCX) Click here for additional data file.

Table S2 **RT-PCR primers.**
(DOCX) Click here for additional data file.

# Supplementary material for: Myc and Max Genome-Wide Binding Sites Analysis Links the Myc Regulatory Network with the Polycomb and the Core Pluripotency Networks in Mouse Embryonic Stem Cells
**Source:** PLoS One. 2014 Feb 21;9(2):e88933. doi: 10.1371/journal.pone.0088933
**Supplement:** Table S1 — ChiP primers.

**Table S1. Primers used for ChIP analysis**

# Supplementary material for: Myc and Max Genome-Wide Binding Sites Analysis Links the Myc Regulatory Network with the Polycomb and the Core Pluripotency Networks in Mouse Embryonic Stem Cells
**Source:** PLoS One. 2014 Feb 21;9(2):e88933. doi: 10.1371/journal.pone.0088933
**Supplement:** Table S2 — RT-PCR primers.

**Table S2. Primers used for RT-PCR analysis**

How the deposited data were processed for this re-analysis (not part of the article)

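Chromatin of mouse ESCs was immunoprecipitated with streptavidin for biotin-tagged Myc and with an antibody for Max, with a mock ChIP and an IgG ChIP as controls. Of the 4 samples, the peak lists of the Bio-Myc ChIP and the Max ChIP were analysed, 1 library each, and the control libraries were not analysed here on their own. The methods and the sample description differ on the cells of the mock ChIP (BirA-ES cells or wild-type parental cells). There are no replicates, so no difference between the lists could be set against a spread between cultures.

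The authors sequenced the libraries on an Illumina HiScanSQ, mapped the reads to mm9 with Bowtie 0.12.7 (unique hits, up to 2 mismatches), collapsed redundant reads and called peaks with MACS 1.4.1, normalizing for the mock or IgG ChIP at a fixed p-value of 1e-08. Each deposited list gives chromosome, start, end and a score for each peak, where the score of the authors is the negative log10 of the MACS p-value times 10. The lowest score is 80, which is that limit. Unique mapping leaves out most repeated sequence, and the fixed p-value makes the number of peaks depend on the number of reads, which the lists do not hold and the paper's text does not state. Scores were used to rank and filter peaks within a list. The exception is the ratio of Max to Bio-Myc scores of overlapping peaks, which was compared between chromosomes.

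Peaks were compared by overlap of at least 1 bp, with 1000 random placements on their own chromosomes as the reference. Genes and TSSs were those of GENCODE M1 (Ensembl 65, 37310 genes), which is on the same assembly as mm9. A promoter was the region within 1 kb of any annotated TSS of a gene. Shares have 95% Wilson intervals, which cover counting error only. The ROC curve was computed over genes, with the score of the strongest Bio-Myc peak in the promoter. CACGTG was counted under whole peaks and in regions of the same width 10 kb to either side that did not overlap a peak of the list, and compared by Fisher's exact test, two-sided. The 7 other palindromes with a central CG and the same bases around it served as controls for CpG content, and were also counted in the central 200 bp, which was added after the data were examined. HOMER was not run.

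The genes named in the text were fixed before the data were examined: every gene that the paper names or labels in Figures 2C, 5 and 7 as bound or not bound, the genes of Myc, Mycn and Max, the 5 highest-scoring peaks of each list and the 5 highest-scoring Bio-Myc peaks without a Max peak. The alternatives were stricter p-value limits, other overlap rules, the same number of peaks in both lists, leaving out the sex chromosomes and chromosome M, other placements, other promoter windows, protein-coding genes, the central part of peaks, other control regions and a second E-Box sequence. Leaving out chromosome 8, and using the outermost TSS of each gene, were added after the data were examined.

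Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1, were used. The overlap, promoter and ROC counts were tested on simulated data with known answers, and 11 of 11 steps returned them exactly. The motif step among them only searched for an implanted CACGTG. The counting of motifs under peaks and in control regions was therefore not tested. Coordinates are 1-based. The published lists for endogenous Myc, NMyc and histone marks, the expression data, the gene ontology analysis and the read distributions were not analysed here.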

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

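The test of chromosome 8 in 10-Mb parts was chosen only after the excess had been seen, and the limits by which the tests were read, such as 12 of 14 parts, were set after the data had been explored. The design holds 1 condition per ChIP, so no difference between conditions was tested as an explanation. For chromosome 8, gene density and ordinary Max binding sites were tested.

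Chromosome 8 held 1357 Max peaks and 214 Bio-Myc peaks, 6.34 Max peaks for each Bio-Myc peak, while the other 18 autosomes had between 2.44 and 3.37. The paper does not discuss single chromosomes. At the ratio of the other autosomes, 2.74, chromosome 8 would hold 586 Max peaks. Gene density was tested as a cause and did not account for the excess, since chromosome 8 had 0.826 Max peaks per annotated gene against 0.205 to 0.441 on the other autosomes, while its 0.130 Bio-Myc peaks per gene were within their range of 0.0744 to 0.178. The peaks also differed from Max peaks elsewhere. Only 27.9% held an E-Box, against 32.3% to 44.4% on the other autosomes, and 51.3% were at promoters, against 63.5% to 76.4%, which argues against additional sites of the ordinary kind. A candidate explanation is a larger number of copies of chromosome 8 in the cells of the Max library than in its control. It needs an excess along the whole chromosome, and 13 of 14 parts of 10 Mb had a ratio above that of the other autosomes. The exception was the last part, with 2 Max peaks, and 1 of the 13 held 8 Max peaks and 0 Bio-Myc peaks. Where peaks of the lists overlapped, the median ratio of the Max score to the Bio-Myc score was 3.14 on chromosome 8 and 1.41 to 2.05 on the other autosomes. The same values would follow from extra copies in both libraries, which give more reads per site, or from few reads on chromosome 8 in the control, and the control reads were not analysed here. Weaker sites that come within reach of the p-value limit would also hold fewer E-Boxes, so true binding at part of these sites stays open.

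The Max list held 24 peaks on chromosome Y, from 1788470 to 2902528, where the Bio-Myc list held 0. The highest score of the Max list, 3100, was shared by 15 peaks. These lay on chromosome 11 (5 peaks from 3028711 to 3100326), chromosome Y (3), chromosome 2 (2 peaks from 98502275 to 98507626), chromosome M (2 peaks from 2 to 16105), and chromosomes 15, 17 and X (1 each). Together with the rest of chromosome Y they are 36 peaks. Repeated sequence with unequal copies in the Max and control libraries is a candidate explanation. Of the 36 peaks, 80.6% were in runs of 3 or more peaks with gaps under 1 kb, against 2.03% of the other Max peaks, and 2 overlapped a Bio-Myc peak (5.56%, 1.54 to 18.1%) against 26.3% of the others. The E-Box density was 0.102 per kb, under the 0.533 per kb of the other Max peaks, but not under the 0.0557 per kb of the regions 10 kb away, as repeated sequence alone would have it. With 17 E-Boxes in all and few control regions, these values leave the explanation open, and repeat annotation and read counts were not used here. Another 2 comparisons of the E-Box density were tried after this outcome had been seen. They pointed in opposite directions and are not used.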

How the results depend on the processing

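The alternatives were set before the data were examined, except leaving out chromosome 8 and using the outermost TSS, which were chosen after seeing the data. No paired analysis was possible because each ChIP has 1 library and no result compares replicated groups. For the same reason no replicate was left out.

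The overlap of Bio-Myc with Max peaks stayed above all random placements, and the E-Box share above that of the control regions, under every alternative run. The share of Bio-Myc peaks overlapping a Max peak ran from 46.2% with the same number of top peaks in both lists to 88.3% with Bio-Myc peaks at 1e-15 among the alternatives set for it, and was 93.4% with Bio-Myc peaks at 1e-20. That of Max peaks ran from 12.5% with Bio-Myc peaks at 1e-15 to 45.9% with the same number of top peaks. Leaving out chromosome 8 gave 73.8% and 27.7%.

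The number of peaks falls with the p-value limit by construction. Bio-Myc peaks were 2519 at 1e-11, 1960 at 1e-13, 1583 at 1e-15 and 963 at 1e-20, and Max peaks 7301 at 1e-13, 6234 at 1e-15 and 4417 at 1e-20. At 1e-15, 1791 promoters were bound by Bio-Myc and 5789 by Max, and the share of the former also bound by Max was 84.7%. It was 83.5% with the TSS itself covered. At 1e-15, Figure 7 genes with a Bio-Myc peak fell to 13 and those with both to 11.

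The shares of Bio-Myc and Max peaks at promoters moved with each window, being 66.3% and 56.1% for the TSS itself, 72.2% and 64.5% within 500 bp, 78.8% and 73.0% from 3 kb upstream to 2 kb downstream, 82.8% and 78.2% within 5 kb, 73.2% and 65.4% for protein-coding genes, and 84.9% and 76.9% at 1e-15. Without chromosome 8 the share of Max peaks was 70.4%. By construction, a wider window includes more peaks and protein-coding genes alone include fewer. Leaving out chromosome 8 raises the share because 51.3% of its Max peaks were at promoters, against 70.7% on the other autosomes. For the limit of 1e-15 the cause was not tested. The area under the ROC curve stayed within its interval, 0.668 to 0.681, under the 5 alternatives set for it. With both lists cut at 1e-15, which was not set for this result and was looked at after seeing the data, it was 0.627, outside the interval.

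For 43 named genes in 2 lists, 86 calls of a peak or of no peak were made. Within 500 bp of a TSS 6 peaks were lost, within 5 kb 5 were gained, and at 1e-15 15 were lost. Only the calls of a peak can be lost, and the 86 also include genes without a peak, such as H19 and Kdr. The number of reads per library is unknown, which limits any comparison of the numbers of peaks between the lists.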

Differences from the paper's values

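The paper's introduction gives a shared part of the Myc and Max sites of over 85%. Taken over Max peaks, the share here was 26.2% against the paper's 85, and none of the alternatives set before the data were examined closed the gap, the nearest being 45.9% with the same number of top peaks in both lists. With other denominators, the share was 86.2% of Bio-Myc-bound promoters, which is over 85%, and 74.9% of Bio-Myc peaks. Whether there is a difference from the paper thus depends on the denominator.

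Figure 7 presents its 35 genes as bound by Myc and Max, and joins previously identified Myc genes with 19 shown in red as identified in the paper's work. Here 20 of the 35 genes had peaks of both lists within 1 kb of a TSS, 11 of them among the 19 in red, and 7 had neither. Of the genes in red, 4 had no Bio-Myc peak in any of the promoter windows, which reached up to 5 kb. The nearest Bio-Myc peaks were 1183 kb from a TSS of Rbbp7, 39.1 kb from that of Mll1, 1653 kb from that of Zfp42 and 23.1 kb from that of Sall4. Sox2, which is not in red but which the text names among the targets its study identified, had its nearest Bio-Myc peak 105 kb from a TSS. Of the other genes not in red, Myst2 and P400, which the text calls previously identified, and Jarid2, Setd1a, Cdk10 and Ccnb1 had no Bio-Myc peak in these windows, the nearest being 356, 9.28, 1426, 62.6, 122 and 5.45 kb from a TSS. Ccnd1 had a Bio-Myc peak in the window from 3 kb upstream to 2 kb downstream and within 5 kb, and Tet1 within 5 kb, and neither within 1 kb. Setd3 and Myst1 had a Bio-Myc peak within 1 kb and no Max peak in any of the windows.

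The area under the ROC curve for Max target genes is 0.80 in the paper and was 0.674 here. The other promoter windows and protein-coding genes gave 0.669 to 0.679, and none of them reached the paper's value. A peak list cut at 1e-08 holds no order among promoters without a peak, and how the paper ranked them is not stated in its text.

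The paper places the E-Box of the Suz12 promoter at -570 bp from the TSS, and here it was at -530 bp from the annotated TSS.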

Other observations

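The test of Bio-Myc peaks away from promoters was chosen only after the result was seen. For the others, the outcomes that would count for or against each hypothesis were written before the values were seen, and the limits by which they were read were set after the data had been explored.

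Of the Bio-Myc peaks, 995 of 3962 had no Max peak. Peaks of low score were the larger part of them. In the highest-scoring 10% of Bio-Myc peaks, 1.76% had no Max peak, and in the lowest-scoring 10% it was 44.4%, so that weak Bio-Myc peaks may account for much of this group. Whether their sites fell just short of the Max threshold was tested with the E-Box share. Of the Bio-Myc peaks without a Max peak, 36.1% (33.2 to 39.1%) held an E-Box, under the 49.3% of peaks with a Max peak standardised to the same scores, and closer to that value than to the 12.5% of their control regions. A mixture of missed Max sites and of other sites would give such a value, and the 2 parts cannot be told apart with peak lists alone. On chromosome 8, where Max peaks are in excess, 93.9% (89.9 to 96.4%) of the Bio-Myc peaks overlapped a Max peak, against 65.6% to 82.5% on the other autosomes.

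Both lists could mark active promoters in general, without a link between the 2 proteins. For peaks away from annotated promoters, this is argued against by the 493 of 978 Bio-Myc peaks (50.4%, 47.3 to 53.5%) that overlapped a Max peak there, against 0.297% on average and at most 1.12% after 1000 random placements away from promoters. Of the peaks more than 5 kb from any annotated TSS, it was 49.0% (45.2 to 52.7%). Promoters missing from the annotation and enhancers were not tested. For the peaks at promoters, the explanation stays open. Bio-Myc promoter peaks placed on other protein-coding promoters overlapped a Max peak in 29.6% of cases on average, under the 82.9% in place, and no placement reached it. By the outcome written in advance this counts against the explanation. That reading was not kept, because the test turned out to be weaker than planned. Since the promoters drawn include inactive ones and expression was not analysed here, for the peaks at promoters the explanation by active promoters cannot be told apart from joint binding.

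A Bio-Myc clone carries an integrated Myc construct, whose cDNA could give reads on the exons of Myc. No peak of this kind was found. Reads too few to reach the p-value limit would give no peak, so peak lists alone cannot exclude such reads. Of the coding exons of Myc, 0 were under a Bio-Myc peak in this test of Myc cDNA from the integrated construct, and the nearest Bio-Myc peak was 22.1 kb downstream of a TSS of Myc. The Max gene had peaks of both lists over a TSS, and Mycn had a Bio-Myc peak 932 bp upstream of a TSS with a score of 84.5.

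The highest-scoring Bio-Myc peak lay on chromosome 5 from 142842757 to 142844002, 33449 bp from the nearest annotated TSS, that of Foxk1, with a score of 2357 and 2 E-Boxes. The next 4 covered a TSS of 9430008C03Rik, Ptma, Ncl and Ranbp1, with scores of 1685, 1621, 1586 and 1461. The Max list names no such order, since its highest score is shared by 15 peaks, and the 5 named here lie on chromosome 11 from 3028711 to 3100326 at Sfi1 and Gm11400. Of the Bio-Myc peaks without a Max peak, the highest-scoring one was on chromosome 2 from 10286406 to 10287527, 4610 bp from a TSS of Sfmbt2, with a score of 933. The next 4, with scores from 334 to 419.9, were at or near Snrpd1, Gm13655, D530049N12Rik and Rab30.

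Chromosome X held 56 Bio-Myc peaks and 74 Max peaks, 1.32 Max peaks for each Bio-Myc peak, and 17 of the 56 (30.4%, 19.9 to 43.3%) overlapped a Max peak. The cause was not tested.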
